A study of Mus musculus with 2 samples.

How the data were processed

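The samples were 2 libraries from the whole uterus of wild-type mice on gestational day 4. Both were made from polyA RNA for acRIP-seq, in which RNA fragments carrying N4-acetylcytidine (ac4C, an acetyl group on cytidine) are pulled down with an antibody and sequenced beside RNA that was not pulled down. There was 1 ac4C immunoprecipitation library and 1 input control library, so no group had replicates. Per the labels, total RNA was extracted with TRIzol and sequencing libraries were made with a strand-keeping NEBNext kit. The libraries were grouped by their titles in the labels.

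The values used were those of 1 peak list for the whole series, in the narrowPeak layout of 10 columns with no header. The aligner, the peak caller, the genome build and the filters were not stated per the labels or in the list. The deposited list held 1 set of peaks for the 1 immunoprecipitation library, with no peaks called in the input library. The fold enrichment of each peak, a ratio of signal to background at the summit, was calculated by the authors' peak caller and is used here only to describe, rank and filter peaks. Whether that background came from the input library, from nearby signal or from the whole genome was not stated. The −log10 p-value and −log10 q-value of each peak were also deposited by the authors. The deposited score equalled the −log10 q multiplied by 10 without its decimals in 21191 of 21192 peaks. The largest q in the list was 0.0499, so the list ended at a q-value of 0.05. Strand was given for 0 peaks.

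Read totals of the 2 libraries were not used here, so depth was taken from the peaks themselves. For each peak, a whole number of fragments at the summit was sought such that the fold enrichment (fragments plus a pseudocount of 1, over background plus 1) and the Poisson probability of more fragments than that both matched the deposited values. A whole number was found for 21192 of 21192 peaks, with a largest relative miss of 8.58e-06 in the −log10 p. The next best whole number matched in 0 peaks. This step was tested on simulated data, where it returned the right number in 100% of 2000 peaks, and any fitting number was found in only 0.25% of 2000 when p-values were swapped between peaks. The 95% interval of a fold enrichment is the exact Poisson interval of its fragment number, with the background taken as known. These intervals cover counting error of the immunoprecipitation only. Fragments copied by PCR could not be told from separate molecules. The intervals of shares are 95% Wilson intervals.

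Genes were taken from a RefSeq gene table of assembly GRCm38.p6 with 49997 genes, which gave gene spans, symbols and kinds of gene. As no build was named with the peaks, peaks on each of 20 chromosomes were shifted against protein-coding genes shorter than 5 kb by up to 6 Mb either way in steps of 1 kb. On 20 of 20 chromosomes the largest share of summits fell in these genes at a shift of 0, and the peaks were read as GRCm38 positions on that basis. Of the 21192 peaks, 21177 lay on chromosomes of the gene table. Positions printed are those of the peaks, counted from 1.

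Exon positions, strands and the genome sequence were not used here. A gene with a peak was therefore one whose span, introns included, held the summit of a peak, with summits in 2 or more protein-coding genes left out. For the same reason 9 results planned before the data were examined were not computed. These were the share of peaks in exons, the placement of summits in the 5′ untranslated region, coding sequence and 3′ untranslated region and near the start and stop codons, and the content of cytidine, CXX repeats and DRACH motifs. The share of peaks in protein-coding gene spans took the place of the share in exons. A ribosomal, long non-coding or other RNA gene was counted only where the summit lay in no protein-coding gene.

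With 1 library in each group, the peaks have no replicate check, and no p-values across peaks or genes were calculated. Gene lists were described by their percentile among 10000 random lists of the same size, in which each gene was replaced by 1 of the 100 genes nearest to it in number of peaks, in background or width at the highest peak, or in gene span. A median above the 97.5 percentile was counted as past the threshold. On simulated lists of 25 genes, 3.5% of 200 unchanged lists fell outside the central range, and 89.5% of 200 lists raised by a factor of 1.5 fell above it. These percentiles describe these 2 libraries and not the condition.

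The genes named were set by a rule before the data were examined. They were the 5 genes with the greatest fold enrichment at their highest peak among summits in exactly 1 protein-coding gene, a list of 30 genes with a known part in uterine receptivity and implantation, and the ac4C writer Nat10 with its partner Thumpd1. Of the 30 genes, the 5 with the highest fold enrichment and those with no peak are named. All of these symbols were found in the gene table. Other genes and places named were chosen after their values were seen.

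The alternatives tried were a −log10 q of at least 10, a fold enrichment at or above the median, peaks of at most 631 bp (2 times the median width), the midpoint in place of the summit, other overlap rules, other matching of random lists, and the median in place of the highest peak of a gene. A count test that also gave the background a counting error was added. Calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.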

Results

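The series asked which mRNAs of the mouse uterus carry N4-acetylcytidine (ac4C) on gestational day 4. It compared 1 ac4C immunoprecipitation library with 1 input control library of the whole uterus, and the comparison was available as the list of peaks called by the authors. There were no replicates, so none of the values below has a replicate check.

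The list held 21192 peaks on 27 chromosomes and contigs, none of which overlapped or touched another. Their median width was 315.5 bp (interquartile range 229 to 476 bp), and together they covered 9028 kb. A width of 200 bp, the smallest in the list, was shared by 1687 peaks, and the widest peak reached 6307 bp. The fold enrichment over background, as given by the authors' peak caller, had a median of 5.58 (interquartile range 4.33 to 7.38) and ranged from 1.61 to 58.5. The median −log10 q was 9.06. Of the alternatives that filtered the peaks, a −log10 q of at least 10 moved the number of peaks most, to 9583.

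The number of fragments behind each summit was recovered from the fold enrichment and p-value of the peak. The median was 22 fragments (interquartile range 14 to 35), with 4 at the weakest summit and 390 at the deepest. The median background was 2.63 fragments. The lowest background, 0.317 fragments, was shared by 619 peaks (2.92%). At these depths the 95% interval of a fold enrichment, from counting error of the immunoprecipitation alone, ran in the median peak from 64.3% to 149% of the value. The smallest fold enrichment that entered the list fell as the background rose. It was 3.34 among the 1602 peaks with a background below 0.5 fragments and 1.61 among the 143 peaks with a background of at least 32 fragments. The median fold enrichment of these classes was 6.67 and 2.87. A weakly enriched site at a low background was therefore not detectable at this depth. Whether a low background stands for a transcript of low abundance was not known. The pseudocount of 1 lowers fold enrichments most at low background, so the values of these classes are not on the same scale.

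**Figure D1:**
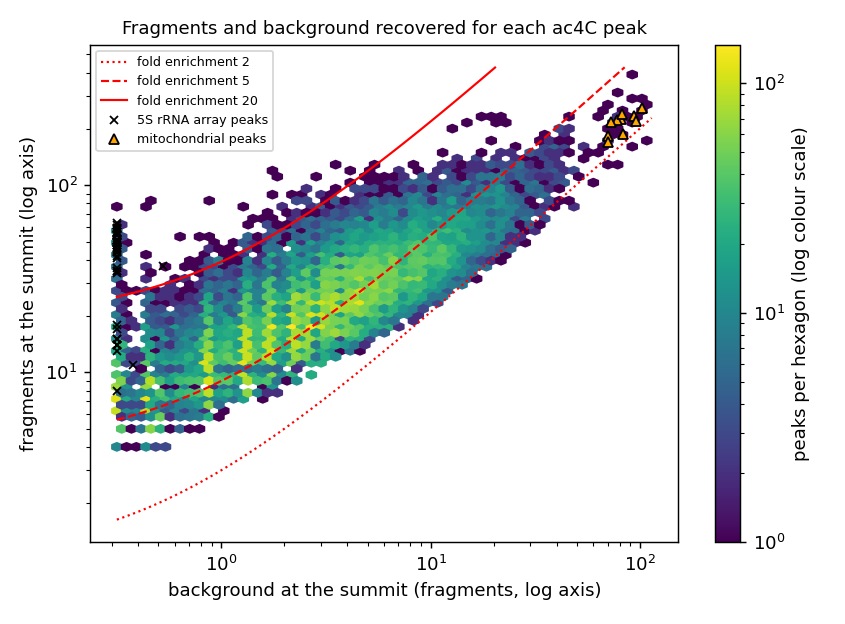
Fragments at the summit (vertical log axis) against background at the summit (horizontal log axis, fragments) for all 21192 peaks, with colour giving the number of peaks per hexagon and red lines marking fold enrichments of 2, 5 and 20. Crosses mark the 47 peaks over the array of 5S ribosomal RNA genes on chromosome 8, with few background fragments, and triangles the 10 mitochondrial peaks, with backgrounds up to 101.8 fragments.

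Summits lay mostly within the spans of protein-coding genes, which include introns. In all, 19892 summits (93.9%, 95% interval 93.5 to 94.2%) lay in such a span. On the 20 chromosomes tested the share was 94.1%, against a mean of 40.8% (range 36.0 to 45.2%) when the peaks of each chromosome were shifted along it at random 1000 times. With a −log10 q of at least 10 the share over all peaks was 92.7%. A single protein-coding gene held 19484 summits, and 408 (1.93%) lay in 2 or more. Of those in a single protein-coding gene, 1010 (5.18%) also lay in a gene of another kind, and the list gave no strand to separate them. Outside protein-coding genes, 453 summits lay in pseudogenes, 200 in long non-coding RNA genes, 48 in ribosomal RNA genes and 28 in other RNA genes. A further 556 (2.62%) lay in no gene of the table, and 15 lay on contigs outside the table. Median fold enrichment was 5.57 for peaks in a single protein-coding gene, 4.87 for long non-coding RNA genes, 6.83 for pseudogenes and 36.8 for ribosomal RNA genes. The last value describes 5S copies almost alone. On chromosome 17, 3 peaks around the 18S-related gene Rn18s-rs5, from 39842987 to 39848789, were counted under no gene, pseudogenes and long non-coding RNA genes. Their fold enrichment was 4.04 to 4.37 on 145 to 390 fragments, and they include the deepest summit of the list. They were named after their values were seen.

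Of the 48 peaks in ribosomal RNA genes, 47 lay over the array of 5S ribosomal RNA genes on chromosome 8, from 123538787 to 123622036. Their fold enrichment had a median of 37.2 (6.83 to 48.6), and 31 of them were among the 50 highest of the list. These peaks rested on 8 to 63 fragments, and their background was at most 0.525 fragments. The copies lie close together, with a median of 1702.5 bp between summits, and single copies were not told apart as sources of the fragments.

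**Figure D2:**
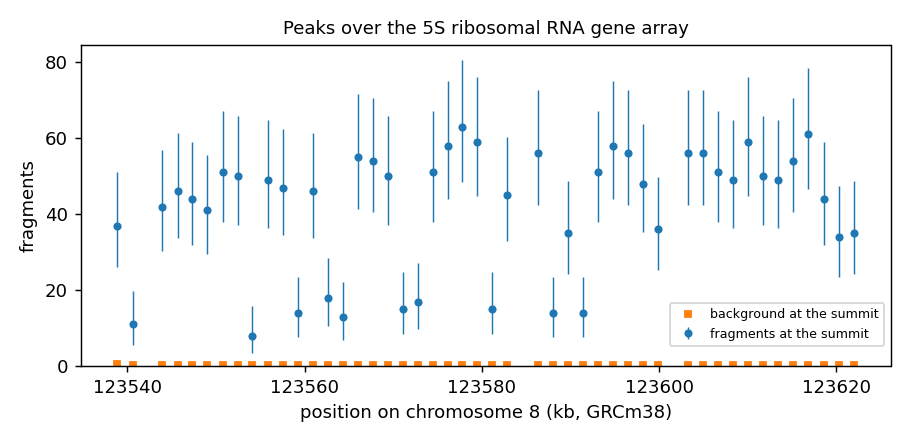
Fragments at the summit (vertical axis, circles, with 95% exact Poisson intervals as error bars) and background (squares) of the 47 peaks over the 5S ribosomal RNA gene array, by position on chromosome 8 (horizontal axis, kb, GRCm38). The circles fall in a lower set of 10 copies with 8 to 18 fragments and an upper set of 37 copies with 34 to 63 fragments.

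Of 21900 protein-coding genes in the table, 6367 held a summit (29.1%, 95% interval 28.5 to 29.7%). The number fell to 3668 with a −log10 q of at least 10, which moved it most. A single peak was found in 2628 of these genes (41.3%), 2 peaks in 1262, 3 to 9 peaks in 2200, and 10 or more in 277. The largest number was 69, in Gse1, followed by 57 in Hmcn2, 52 in Hspg2, 49 in Lrp1 and 43 in Zmiz1, genes named after their values were seen. The median fold enrichment at a gene's highest peak was 6.64 (interquartile range 5.05 to 9.09). Genes with a peak had a median span of 27.0 kb, against 14.3 kb for the other protein-coding genes.

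The share of protein-coding genes with a peak ranged on the autosomes from 23.0% (95% interval 20.3 to 26.0%) on chromosome 14 to 36.9% (34.6 to 39.3%) on chromosome 11. On the X chromosome it was 14.3% (12.2 to 16.6%), and its interval lay below those of all 19 autosomes. The share counts all protein-coding genes of the table, whether or not the uterus expressed them. Expression was not measured, so a lower share does not show that X-linked transcripts carry ac4C less often. The median fold enrichment of the 417 peaks on the X chromosome was 5.32, within the range of the autosomes, from 5.25 on chromosome 3 to 5.87 on chromosome 4.

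**Figure D3:**
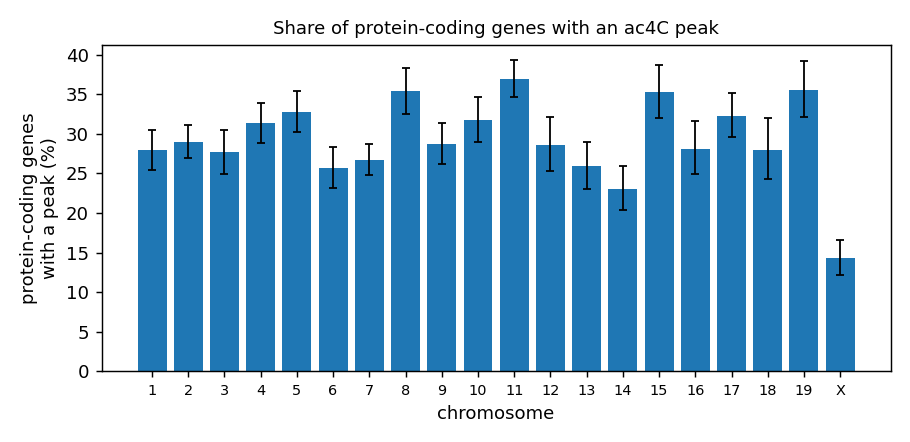
Share of protein-coding genes whose span held the summit of an ac4C peak (vertical axis, percent) on each autosome and the X chromosome (horizontal axis), with 95% Wilson intervals as error bars. The X chromosome, at 14.3%, lies below each of the 19 autosomes, which range from 23.0 to 36.9%. All protein-coding genes of the table are counted, expressed in the uterus or not.

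Among summits in a single protein-coding gene, the greatest fold enrichment was that of Naf1 (NCBI gene 234344), at 56.3 (95% interval 44.8 to 69.9). Its peak on chromosome 8, from 66860271 to 66861059, rested on 80 fragments over a background of 0.438. Next were Gm40367 (NCBI gene 105244831; chromosome 6, 47663530 to 47663902) at 46.3 (35.5 to 59.4) and Khdrbs1 (NCBI gene 20218; chromosome 4, 129741365 to 129742286) at 43.2 (34.4 to 53.6). The background of Khdrbs1 was 0.875. In 62.6% of all peaks the background lay on whole multiples of 0.438, and that of Naf1 was 1 such step. The intervals take these small backgrounds as known and leave their error out. Dlx5 (NCBI gene 13395; chromosome 6, 6881452 to 6882043) stood at 42.6 (35.4 to 50.9), on 120 fragments, and Gm40364 (NCBI gene 105244828; chromosome 6, 47680831 to 47681206) at 38.7 (28.9 to 50.8). These 5 intervals overlapped each other. All positions are GRCm38 positions, and exons were not told from introns. The peaks of Gm40367 and Gm40364 lay at the lowest background of the list. Both belonged to a stretch of 31 peaks on chromosome 6, from 47650769 to 47778298, in which 21 peaks had that lowest background and 14 peaks of at least 20-fold enrichment were spaced by a median of 4332 bp. At 1 peak of the stretch the table also lists Rn4.5s, a small RNA gene. Reads were not traced to single copies of the repeated stretch, so the values of Gm40367 and Gm40364 were uncertain as measurements of single genes. With peaks of at most 631 bp, Naf1 and Khdrbs1 held no peak, since each had a single peak wider than that.

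Genes with a known part in uterine receptivity and implantation were examined as a list of 30. Of these, 24 held a peak (80.0%, 95% interval 62.7 to 90.5%), against 16.7 to 50% in the central 95% of random lists matched on gene span. Transcript abundance was not matched. The highest fold enrichments were those of Ihh, Muc1, Hand2, Nr2f2 and Sox17. Ihh (NCBI gene 16147; chromosome 1, 74950503 to 74951771) stood at 23.8 (95% interval 17.1 to 32.3) and Muc1 (NCBI gene 17829; chromosome 3, 89229817 to 89231070) at 18.2 (13.9 to 23.5). Hand2 (NCBI gene 15111; chromosome 8, 57321823 to 57322635) stood at 17.5 (13.9 to 21.7), and Nr2f2 (NCBI gene 11819; chromosome 7, 70359684 to 70361179) at 15.8 (12.9 to 19.3). Sox17 (NCBI gene 20671; chromosome 1, 4491553 to 4493560) stood at 14.4 (11.7 to 17.6). The intervals of these 5 genes overlapped each other. The 6 genes with no peak were Lif, Areg, Ptgs2, Lifr, Calca and Wnt7a. As their background was not given, enrichment in them was not detected at this depth and its absence was not shown.

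The median over the 24 genes of the fold enrichment at the highest peak was 9.49. It stood at percentile 99.8 of 10000 random lists matched on the number of peaks per gene, whose central 95% ran from 6.30 to 8.85. It was not past that range under 3 alternatives. With the median over a gene's peaks in place of the highest, the list stood at percentile 68.2. The highest peak was wider than 631 bp in 14 of the 24 genes (58.3%), against 19.3% of all genes with a peak. With random lists matched on the width of the highest peak, the median stood at percentile 94.2, inside their central 95% (6.36 to 9.96). With peaks of at most 631 bp, 20 genes kept a peak and their median was 5.91, at percentile 14.4. That limit removed the highest peak of the 14 genes. Of the 24 genes, 16 lay above the median of all genes with a peak.

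**Figure D4:**
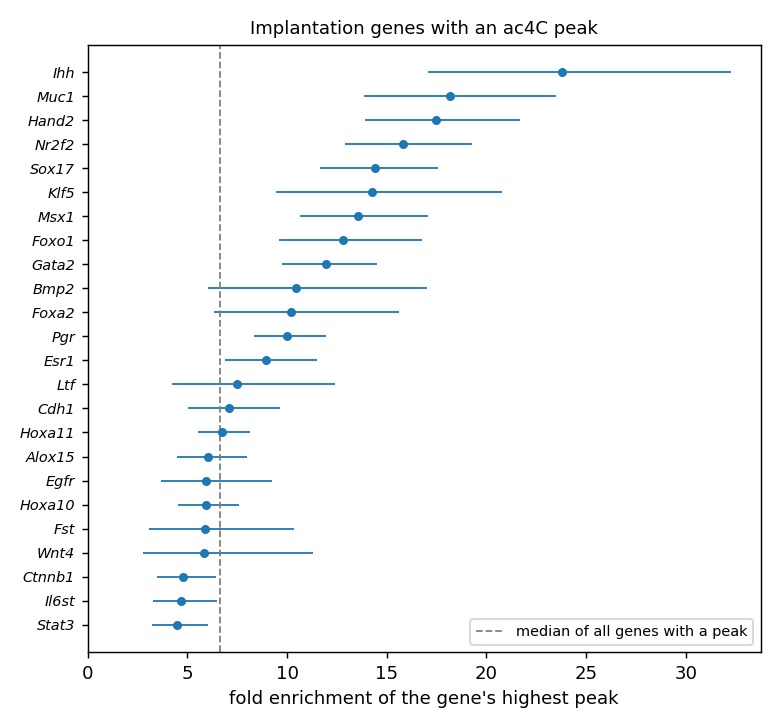
Fold enrichment of the highest ac4C peak (horizontal axis) of the 24 implantation genes that held a peak (vertical axis), with 95% exact Poisson intervals as error bars, and the median of all genes with a peak, 6.64, as a dashed line. Ihh, at 23.8, is the highest of the 24, and 16 of them lie above the line.

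The ac4C writer Nat10 (NCBI gene 98956) and its partner Thumpd1 (NCBI gene 233802) held 0 summits, and 0 peaks touched their spans. Their background was not given either, so the absence of enrichment was not shown. A missing peak also does not show that they were not expressed.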

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

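The tests on the 5S ribosomal RNA array and on chromosome Y were chosen only after the result was seen, and those on pseudogenes and on peaks in no gene before their values were calculated. Each group of peaks here drew attention by where it lay, outside the protein-coding genes of the autosomes and the X chromosome. No biological explanation was tested for any of them, since the design gives 1 immunoprecipitation and 1 input of 1 tissue.

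The array of 5S ribosomal RNA genes on chromosome 8 held 47 peaks, although the libraries were made from polyA RNA. An even spread of shared reads over near-identical copies would give fragment numbers that vary as chance does. Their variance was 6.29 times their mean, against a chance range of 0.634 to 1.45, which is more than counting error gives under an even spread. That range covers counting error only, and PCR copies of fragments would raise the variance as well. Even and uneven sharing of reads therefore cannot be told apart, although the copies fell into 10 with 8 to 18 fragments and 37 with 34 to 63. To weigh low background as the cause of their fold enrichment, array peaks were compared with other peaks at the same background. The 45 array peaks at the lowest background of the list had a median fold enrichment of 37.97 on a median of 49 fragments. The 574 other peaks at that background had a median of 6.83 on 8 fragments, and 10000 random sets of 45 of them gave medians of 6.07 to 8.35 (central 95%). The lowest background alone thus did not bring such fold enrichments, as the array peaks also held more fragments. The comparison holds the background equal, so it cannot tell whether the input was short of 5S RNA. Why the background was so low there, and whether it reflects the input, was not tested.

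Chromosome Y held 32 peaks, in the tissue of female animals. Of these, 14 lay between 90738533 and 90844012, and 18 lay in 6 other places more than 100 kb apart. RNA of male cells, a candidate explanation, would bring the Y genes that have a counterpart on the X chromosome. Of Ddx3y, Eif2s3y, Kdm5d and Uty, 0 held a peak, while Eif2s3x held 1 peak and Kdm5c and Kdm6a held 3 each. Ddx3x held none. A missing peak does not show a missing transcript, so RNA of male cells cannot be told apart from other sources here. Only 1 of the 32 peaks lay in a protein-coding gene. Reads shared with similar sequence elsewhere were not tested, as no genome sequence was used.

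Mitochondrial DNA held 10 peaks, of which 9 lay in 8 of its 13 protein-coding genes and 1 in a ribosomal RNA gene. Their fold enrichment ran from 2.23 to 2.96, on backgrounds up to 101.8 fragments. The 14 other peaks with at least the smallest mitochondrial background had a median fold enrichment of 2.72 (1.69 to 4.37), and 6 of the 10 mitochondrial peaks lay below that median. Those 14 peaks lay in long non-coding or other RNA genes, in pseudogenes or in no gene, and not in protein-coding genes. The comparison thus matched depth but not the kind of transcript. The 2 highest of the 14, at 4.04 and 4.37, lay near Rn18s-rs5 on chromosome 17. Others of the 14, on chromosome 1 from 24611638 to 24615496, stood at 2.44, 2.65 and 2.68. A wider set of 133 other peaks, with a background of at least 32 fragments, had a median of 2.94 (interquartile range 2.42 to 3.73). The median of the mitochondrial peaks was 2.56, so the comparison depends on the peaks taken. No explanation was tested.

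Pseudogenes held 453 peaks. If reads were shared with parent genes, the parents would hold peaks more often than other genes. Of 64 parents named in the symbols of these pseudogenes, 49 held a peak (76.6%, 95% interval 64.9 to 85.3%), against 15.6 to 37.5% in the central 95% of random lists matched on gene span. Sharing of reads with the parent may therefore account for peaks in pseudogenes. Parents of processed pseudogenes are often abundant, and abundance was not matched, so the test does not separate shared reads from abundant parents. It covers 64 parents, while 392 pseudogenes held a peak.

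A further 556 peaks lay in no gene of the table. Of the 529 on the 20 chromosomes tested, 180 (34.0%, 95% interval 30.1 to 38.2%) lay within 5 kb of a protein-coding gene, against 6.62 to 14.9% over random shifts. Transcript ends beyond the gene table may account for part of them. Peaks of the repeated stretch on chromosome 6 were not set apart, and some of these lay in no gene but close to Gm40367. Of the 556 peaks, 91 had the lowest background of the list, which 2.92% of all peaks shared. Closeness to a gene therefore does not separate transcript ends from repeat copies. The 349 peaks farther away are left without an explanation. Repeats among them were not looked for, as no genome sequence was used.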

How the results depend on the processing

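The count test on the background, the share of peaks in protein-coding genes, the number of implantation genes, the fold filter on their median, the limit to summits in 1 gene of any kind, the matching on background and width, and the changes to the transcription factor and ribosomal protein lists were chosen only after the data were seen. The other alternatives were set before the data were examined.

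The number of peaks, 21192, was 9583 with a −log10 q of at least 10 and 10599 with a fold enrichment at or above the median, both by construction. A test that gave the background a counting error, with peaks at the lowest background kept untested, left 17160 peaks when 1 step of the background (0.438) was taken as 1 input fragment and 12756 when 2 steps were. What a step stands for was not known. Genes with a peak numbered 3668 and 4235 under the q and fold filters, and between 5997 and 6717 under the other 5 alternatives. The share of peaks in protein-coding genes was 92.7% and 93.1% under these filters, against 93.9%. The cause was not tested. Under the other 4 alternatives for the share it stayed within its interval.

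The median fold enrichment of the implantation genes was 5.91 with peaks of at most 631 bp, at percentile 14.4 and below the median of the random lists, by removal of the highest peak of 14 genes. With the median over a gene's peaks it was 5.86, at percentile 68.2. Against lists matched on width, 9.49 stood at percentile 94.2. In these last cases it was no longer past the threshold, and the cause was not tested. It stayed past the threshold under the other 7 alternatives. The number of implantation genes with a peak ran from 20 to 24. For the transcription factor genes, a limit of 631 bp gave a median of 6.34, at percentile 40.5 and below the median of the random lists, against 8.71, and the cause was not tested.

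For the 10 genes named by fold enrichment, 63 of 66 values under alternatives equalled the reported value. This says little about stability, since peaks as strong as these pass the q and fold filters by construction. The limit of 631 bp changed or removed 7 of the 10 genes. With it, Ihh stood at 5.44, Muc1 at 10.7 and Nr2f2 at 5.39. Naf1, Khdrbs1, Hand2 and Sox17 had no peak and gave no value. The 9 planned results that need exons, strand or sequence, and the choice of another transcript per gene, were not run. Depth limits weak sites most: with a background below 0.5 fragments, no fold enrichment below 3.34 entered the list.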

Other observations

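The tests on peaks of high fold enrichment, on transcription factor genes and on wide peaks, and the lists without some members, were chosen only after the result was seen. The others were set before their values were calculated. No biological explanation was tested in this part, since the design gives no contrast between conditions.

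Peaks may follow transcript abundance. Genes with symbols of cytosolic ribosomal proteins held a peak in 46 of 84 cases (54.8%, 95% interval 44.1 to 65.0%), against 13.1 to 31.0% in the central 95% of random lists matched on gene span. Without 7 like-paralogues such as Rpl3l and Rpl10l, 46 of 77 held a peak (59.7%, 48.6 to 69.98%). Their mRNAs are abundant in most cells, but abundance was not measured here. The median highest fold enrichment of the 46 genes was 4.27, at percentile 58.7 of lists matched on background. A list of genes with a peak may therefore be in part a list of abundant transcripts.

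Of the 2120 peaks with the highest fold enrichment, at least 10.02, 7.83% had the lowest background of the list (95% interval 6.76 to 9.05%), against 2.38% of the others. The background divides the fold enrichment by which these peaks were chosen, so the comparison does not bear on low background as a cause. The 2 highest peaks of the list lay in no gene, on the X chromosome from 152923399 to 152923877 at 58.5-fold and on chromosome 2 from 98666453 to 98667313 at 57.0-fold.

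The high fold enrichment of the implantation genes was not removed by matching on background, where it stood at percentile 100. The median background at their highest peaks was 4.38 fragments, against 2.10 over all genes with a peak. As a set these genes thus did not have low background, which argues against it as the cause of their raised median. Matching on this higher background lowered the median of the random lists to 6.02, from 7.29 with matching on the number of peaks. The percentile of 100 therefore adds little to that comparison. Wide peaks remain a candidate explanation, as matching on width placed the list at percentile 94.2. Width and fold enrichment can both rise with the strength of a site, so matching on width may also remove a real difference.

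Genes whose symbols begin like those of 12 families of transcription factors (Hox, Fox, Sox and Dlx among them) were examined because Dlx5 stood among the top genes. The 191 symbols include 4 that are no members, Gatad1, Gatad2a, Gatad2b and Tbxa2r, and 7 implantation genes. A peak was held by 72 of the 191 (37.7%), against 20.9 to 33.0% in random lists matched on gene span. Their median highest fold enrichment was 8.71, at percentile 99.98 of lists matched on the number of peaks, 100 of lists matched on background and 98.5 of lists matched on width. Without the non-members, the implantation genes and Dlx5, the median over 61 genes was 8.44, at percentile 99.4 of lists matched on the number of peaks, 100 of lists matched on background and 97.3 of lists matched on width. With peaks of at most 631 bp it was 6.34 over 64 genes of the whole list, at percentile 40.5. The median background at the highest peaks of the 72 genes was 2.17 fragments, against 2.10 over all genes with a peak. With the matching on background, this argues against low background as the whole cause. Wide peaks stay open, since matching on width left the list past the threshold only with all its members. The content of G and C was not tested, and the pattern is not called biological.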
